A study of Homo sapiens with 8 samples. Its data were reported in "Regulation of nuclear transcription by mitochondrial RNA in endothelial cells" (2024).

How the data were processed

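Human umbilical vein endothelial cells (HUVECs) under high glucose and TNFα were compared after transfection of a scramble locked nucleic acid (LNA) oligonucleotide (Scr) or of one against SncmtRNA (KD). Each arm was profiled by single-nucleus RNA-seq (snRNA-seq) and by single-cell RNA-seq (scRNA-seq), in 2 replicates each. Groups and replicate numbers were taken from the labels of the samples, and all 8 libraries were used.

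The values the authors deposited were raw UMI counts per gene and barcode, with no normalization, in filtered 10x Genomics 3′ matrices of 36601 features. The file headers name Cell Ranger 6.1.1. Per the methods of the study, the reads were aligned to hg38 and intronic reads were counted along with exonic ones. The annotation release is not given in the sources used here. Intronic counting matters most in nuclei, where much of the RNA is unspliced: a long gene can gain UMIs from its introns, and a gene lying in the intron of another can share them. Of the features, 36366 (99.4%) were matched by gene identifier to GENCODE release 44 on hg38, which gave all coordinates (1-based) and gene classes below. No feature of these matrices stands for SncmtRNA or for the mitochondrial 16S rRNA MT-RNR2. The 13 mitochondrial features are the mitochondrial mRNAs.

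Cells were filtered by the limits the study states. A barcode needed at least 200 detected genes. Nuclei had at most 7000 genes and at most 25% mitochondrial UMIs, and cells had at most 8500 genes and at most 15%. No doublet caller was run, so doublets were limited by the gene maximum alone. The filter kept 20752 of 23727 nuclei and 13205 of 14267 cells. Kept UMIs per library ranged from 27596158 to 84339358 in nuclei and from 68367614 to 115232529 in cells. At this depth counting error is small for any gene named below with a CPM (counts scaled to 1e6 per library) of 20 or more, and the spread between libraries sets the precision. No cluster or cell type was assigned, since the cultures are 1 cell type by the labels.

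The study tested single cells with a Wilcoxon test in Seurat after sctransform. Cells of 1 library are not independent replicates, so UMI counts were summed here per library and the library was the unit of every test. The sums were tested with edgeR 4.0.16 (R 4.3.3): TMM scaling, the default filterByExpr minimum, quasi-likelihood fits, two-sided tests, and Benjamini-Hochberg adjusted p under 0.05 as the threshold for a call. Nuclei and cells were fitted separately, each with 4 libraries. The difference between the knockdown change in nuclei and that in cells was tested as an interaction contrast over all 8 libraries. The nucleus and cell libraries of the Scr arm were compared in the same way for 3 localisation control genes. CPM values are TMM-scaled, and errors are the standard deviation (SD) over 2 libraries or the standard error (SE) of the fitted log2 fold change. Log2 CPM for single libraries and pairs used a prior count of 2.

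The libraries share replicate numbers, and the fits chosen before the data were examined left them out. Whether the numbers pair the samples was then checked. The log2 differences between replicate 2 and replicate 1, over 22190 genes, correlated with r from 0.506 to 0.588 in all 6 pairs of the 4 groups, and 44 genes lay at least 8-fold apart in the same direction in all 4 groups. The numbers therefore mark a shared origin of the libraries, such as a culture or a day, although the labels do not say which. Fits with the replicate number as a block (paired fits) are given beside the others wherever they change a call or a count. In a paired fit of 4 libraries 1 residual degree of freedom is left. The prior degrees of freedom that edgeR borrows from other genes came to 10.5 in nuclei and were infinite in cells. Paired p-values and SEs in cells thus rest on 1 common spread for all genes, and the p-values are smaller than 4 libraries could support alone. Such an SE does not measure the spread of a single gene between its pairs.

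Gene lists were written from general knowledge before the data were examined: 50 interferon response genes, 44 NF-κB target and adhesion genes, 42 S phase genes, 52 G2/M phase genes and the 13 mitochondrial mRNAs. The study also names 2 of the interferon genes, 4 of the NF-κB and adhesion genes, 2 of the G2/M genes and 2 of the mitochondrial mRNAs. Set tests used camera with a preset correlation of 0.01 and fry, both called through edgeR and limma 3.58.1, adjusted over 10 set tests. A further list of 21 genes was taken from the text of the study, which chose part of it on these samples, so a call adjusted over that list alone is not independent evidence.

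Genes named below follow a rule written before the data were examined. They are the 21 genes named by the study and the 3 localisation controls, and per assay and direction the 5 with the largest absolute log2 fold change among genes with adjusted p under 0.05, a mean of at least 20 CPM and no overlap between the groups. Where none was called, they are the 3 with the smallest p. Also named are, for the interaction, the 5 with the smallest adjusted p under 0.05 per direction, and every gene of the MTRNR2L family, near-identical nuclear copies of the 16S rRNA, that passed the count minimum. The rule was written with the fits without the block as the main ones. It was applied in the same form to the paired fits after the pairing check. Genes whose expression could describe a donor were never named.

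A second count used the limit of the study's size threshold with no test. The study set it beside a Wilcoxon test and does not state which values it acted on, so the count may differ from it in normalization and averaging. It took genes seen in at least 10% of the cells of either group whose mean of the natural log of 1 + UMIs per 10000 differed by over 0.1, with groups as means of 2 libraries. The same count was taken for the 2 other splits of each assay's 4 libraries, by replicate number and crossed. Mitochondrial UMI shares were compared before the filter on that share, by an exact two-sided permutation test of 2 against 2 libraries, which cannot give a p below 0.333. Correlations between assays are Spearman correlations across genes, which are not independent replicates, so they carry no p. Mean log2(CPM + 1) was used for expression. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for these steps and the plots.

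The tests were tested on simulated data. Counts were drawn from the means and depths of the real libraries, with 200 genes changed by 1 on the log2 scale and a biological coefficient of variation of 0.06. Simulated genes varied independently of each other, and a simulated change was the same in both replicates. With no difference between replicates, edgeR without a block recovered all 200 genes in the simulated comparison of sn_KD with sn_Scr, over 20337 genes, and in that of sc_KD with sc_Scr, over 19264 genes. With a simulated replicate difference of the real size, edgeR and limma without a block recovered 0 in both, DESeq2 recovered 175 in nuclei and 187 in cells, and edgeR with the block recovered 200 in both. False calls were then 5.21% of all calls in nuclei and 6.54% in cells. A simulated difference between the assays was recovered with the block for 196 of 200 genes over 21910 genes.

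Alternatives chosen before the data were examined were the replicate block, DESeq2 size factors, library size only, DESeq2 1.42.0, limma-voom, no minimum on counts, a minimum of 10 CPM in 2 libraries, all 8 libraries in 1 fit, all barcodes, cells at or below the median mitochondrial share of their assay, UMIs thinned to equal depth, mitochondrial genes left out, the cells above the 75th percentile of cycling genes left out, fry in place of camera, other limits of the size threshold and each library left out in turn. Without a block, leaving out 1 library unbalances the arms over replicate number, so those values also carry the difference between replicates. The same settings combined with the block, a robust fit, and 1 block shared by both assays were added after the data had been examined.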

Results

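To ask which nuclear transcripts respond to loss of SncmtRNA, the study knocked it down in human umbilical vein endothelial cells (HUVECs), primary cells that line the umbilical vein. SncmtRNA is a long non-coding RNA built largely from the mitochondrial 16S rRNA sequence. The cells were kept for 72 h in 25 mM glucose with 5 ng/ml TNFα, an inflammatory cytokine, and carried a locked nucleic acid (LNA) oligonucleotide, either a scramble (Scr) or one against SncmtRNA (KD). The labels give 20 nM for the scramble and 10 nM for the oligonucleotide against SncmtRNA, so dose and arm changed together in every comparison below. Nuclei were profiled by snRNA-seq, which reads RNA at or near its transcription, and whole cells by scRNA-seq, giving 4 groups (sn_Scr, sn_KD, sc_Scr and sc_KD) of 2 libraries each.

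The nuclei libraries held 4546 and 10434 barcodes in sn_Scr (replicates 1 and 2) and 3085 and 5662 in sn_KD, a mean of 5932. The cell libraries held 3186 and 4074 in sc_Scr and 3031 and 3976 in sc_KD, a mean of 3567. After the filters of the study, 3415, 9849, 2452 and 5036 nuclei and 2912, 3721, 2853 and 3719 cells were kept, in the same order. These carried 49863701, 84339358, 27596158 and 64800689 UMIs in the nuclei libraries and 84845262, 115232529, 68367614 and 109196591 in the cell libraries. The median UMI count of a kept nucleus lay between 8790 (sn_Scr replicate 2) and 14628 (sn_Scr replicate 1), and that of a kept cell between 24000 and 29586. Replicates of a group differed by far more than sampling noise, with a chi-square per degree of freedom of 88.8 in sn_Scr, 38.9 in sn_KD, 86.1 in sc_Scr and 80.3 in sc_KD, so no library was counted as a copy of another.

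The target itself was the first point of interest. SncmtRNA and the 16S rRNA were not analysed here, so the knockdown of the target was not checked in these libraries. The MTRNR2L genes, nuclear genes nearly identical to the 16S rRNA, were counted, and reads of the 16S rRNA or of SncmtRNA could have been assigned to them, which makes their values uncertain. MTRNR2L8 (ENSG00000255823, which has no entry in the annotation used here) reached 55.3 and 452 CPM in sn_Scr replicates 1 and 2 and 49.5 and 706 CPM in sn_KD. In cells it reached 8.20 and 73.0 CPM in sc_Scr and 6.16 and 66.4 CPM in sc_KD. The replicates thus differed by more than the arms. The paired log2 fold change of MTRNR2L8 was 0.28 in nuclei (SE 0.13, adjusted p 0.222) and −0.25 in cells (SE 0.10, adjusted p 0.149). Leaving out 1 library moved it between −2.36 and 2.77 in nuclei and between −2.72 and 2.15 in cells, without the block, where leaving out a library also brings in the difference between replicates. MTRNR2L12 split the same way by replicate, with 84.0 and 161 CPM in sn_Scr and 75.8 and 232 CPM in sn_KD. The other MTRNR2L genes tested in nuclei (MTRNR2L1, MTRNR2L3, MTRNR2L6, MTRNR2L10 and MTRNR2L11) had means below 1 CPM and unpaired log2 fold changes from −0.06 to 0.36, and none was called.

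Genes of known location were used to check how the nuclei differ from the cells. In the Scr arm, the nuclear lncRNA MALAT1 (ENSG00000251562, chromosome 11, 65497640 to 65508073) had 29223 ± 1297 CPM in nuclei and 8304 ± 770 CPM in cells (SD, n = 2 each), a log2 difference of 1.82 (SE 0.20, edgeR adjusted p 0.000876). GAPDH (ENSG00000111640, chromosome 12, 6534512 to 6538374), whose mRNA is cytosolic, had 42.7 ± 1.55 CPM in nuclei and 3799 ± 897 CPM in cells, a log2 difference of −6.47 (SE 0.25, adjusted p 2.84e-05). TUG1 (ENSG00000253352, chromosome 22, 30969245 to 30979395) had 31.2 ± 0.0793 CPM in nuclei and 56.5 ± 0.984 CPM in cells, a log2 difference of −0.85 (SE 0.09, adjusted p 0.00069). Scaling by library size only, in place of TMM, moved the difference of MALAT1 nuclei against cells to 2.60, that of GAPDH nuclei against cells to −5.68 and that of TUG1 nuclei against cells to −0.07, with an adjusted p of 0.524 for TUG1. That scaling moved the median over all genes by 0.78, from 0.06 to 0.84, so the sign of TUG1 is not settled by these data while those of MALAT1 and GAPDH held under each scaling. In all, 7899 of 21670 genes were lower and 6922 higher in nuclei than in cells. Assay and library preparation cannot be separated in this comparison.

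Expression levels were then compared between the assays. Across 31480 genes, the Spearman correlation between the mean log2(CPM + 1) of nuclei and of cells was 0.922 in the Scr arm and 0.927 in the KD arm. Replicates of 1 group correlated at 0.974 to 0.981. Among the 7376 genes at 10 CPM or more in at least 2 libraries of each assay, the correlation between nuclei and cells was 0.472 and 0.474.

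Mitochondrial mRNAs made up a larger share of UMIs in nuclei than in cells. The share was 15.02% ± 5.32 in sn_Scr and 16.01% ± 2.05 in sn_KD (SD, n = 2 each), a difference of 0.989 percentage points (exact two-sided permutation test, p 1). In cells it was 5.03% ± 0.709 in sc_Scr and 4.18% ± 0.270 in sc_KD, a difference of −0.854 percentage points (exact two-sided permutation test, p 0.33, the smallest that 2 against 2 libraries allow). In nuclei the pairs went opposite ways, by −1.32 points in replicate 1 and 3.30 points in replicate 2. The difference in snRNA mitochondrial UMI share was −0.819 points when taken from the median over nuclei, and leaving out 1 library moved it from −2.77 points (without sn_Scr replicate 2) to 4.75 points (without sn_Scr replicate 1), with −0.462 points without sn_KD replicate 1. In cells the pairs went the same way, by −1.55 and −0.161 points, and leaving out 1 library kept the sign, from −1.36 to −0.352 points. With 2 libraries per arm this test could call neither difference.

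The central comparison asks which genes changed after the knockdown in each assay. Without the replicate block, edgeR called 0 of 20671 genes in nuclei and 0 of 19534 in cells, with 1302 and 433 genes at an unadjusted p under 0.05. Limma also called 0, with 1339 and 444 genes at an unadjusted p under 0.05. DESeq2 called 78 lower and 19 higher genes in nuclei and 9 lower and 7 higher in cells. The block moved these counts most. In the paired fit, edgeR called 1285 lower and 781 higher genes in nuclei and 597 lower and 495 higher genes in cells, as the biological coefficient of variation fell from 0.202 to 0.0583 in nuclei and from 0.217 to 0.0744 in cells. The paired DESeq2 counts were 435 lower and 242 higher in nuclei and 217 lower and 185 higher in cells, and those of limma 1043 and 710 in nuclei and 424 and 378 in cells. Lower genes were 62.2% of the paired calls in nuclei, and 71.1% when only library size was scaled.

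A paired fit leaves 1 residual degree of freedom per assay, so the counts depend on how the spread is estimated. With 1 block for both assays over all 8 libraries, 606 lower and 301 higher genes were called in nuclei and 339 lower and 147 higher in cells. Each library mattered to these counts. Lower and higher genes in nuclei came to 250 and 158 without sn_Scr replicate 1, to 371 and 108 without sn_Scr replicate 2, to 139 and 104 without sn_KD replicate 1 and to 253 and 104 without sn_KD replicate 2. In cells they came to 92 and 25 without sc_Scr replicate 1, to 176 and 77 without sc_Scr replicate 2, to 47 and 30 without sc_KD replicate 1 and to 287 and 98 without sc_KD replicate 2.

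Of the 21 genes named by the study, edgeR without the block called 0 in either assay over all genes, and 3 lower genes in nuclei adjusted over the list alone. In the paired fit, 9 lower and 2 higher genes were called in nuclei, both over all genes and adjusted over the list alone. In cells 10 lower and 3 higher were called over all genes, and 11 lower and 4 higher adjusted over the list alone. ICAM1 (ENSG00000090339, chromosome 19, 10271093 to 10286615) fell from 244 ± 6.71 to 161 ± 23.7 CPM in nuclei, a paired log2 fold change of −0.61 (SE 0.08, adjusted p 0.000604), and from 418 ± 64.9 to 263 ± 118 CPM in cells, −0.74 (SE 0.08, adjusted p 7.46e-16). VCAM1 (ENSG00000162692, chromosome 1, 100719742 to 100739045) fell from 21.9 ± 4.37 to 8.32 ± 3.17 CPM in nuclei, −1.40 (SE 0.10, adjusted p 3.18e-05), and from 29.7 ± 11.9 to 12.97 ± 10.1 CPM in cells, −1.35 (SE 0.11, adjusted p 4.52e-34). CCL2 (ENSG00000108691, chromosome 17, 34255274 to 34257208) fell from 213 ± 70.3 to 122 ± 31.3 CPM in nuclei, −0.79 (SE 0.06, adjusted p 3.18e-05), and from 1365 ± 115 to 1121 ± 266 CPM in cells, −0.30 (SE 0.08, adjusted p 0.00861). The interaction test over all genes did not call a difference between the assays for CCL2 (−0.48, SE 0.12, adjusted p 0.441). This does not show that its changes were equal.

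The other genes of that list went as follows in the paired fit. DDX58 (ENSG00000107201, chromosome 9) changed by −0.44 in nuclei and −0.64 in cells, MX2 (ENSG00000183486, chromosome 21) by −1.89 and −2.33, RND1 (ENSG00000172602, chromosome 12) by −0.79 and −0.79, ABCA6 (ENSG00000154262, chromosome 17) by −0.72 and −0.64, CSF1 (ENSG00000184371, chromosome 1) by −0.31 and −0.31 and the lncRNA LINC00607 (ENSG00000235770, chromosome 2) by −0.26 and −0.33. All 6 were called in both assays, with adjusted p from 0.00022 to 0.0264 in nuclei and from 1.96e-51 to 0.04 in cells. ZFHX2 changed by −0.21 in nuclei (adjusted p 0.292) and by −0.51 in cells (adjusted p 0.0344), and PDE5A by −0.19 and −0.16 with no call. KLF2 (ENSG00000127528, chromosome 19, 16324826 to 16328685) rose by 0.41 in nuclei (SE 0.07, adjusted p 0.00344) and by 0.67 in cells (SE 0.10, adjusted p 3.66e-10), and the interaction of −0.25 had an adjusted p of 0.96. NOS3 rose by 0.29 in nuclei (adjusted p 0.0444) and by 0.24 in cells (adjusted p 0.167), and in nuclei it was called in 6 of 15 paired settings. CDK1 and CCNB1 rose by 0.39 and 0.36 in cells (adjusted p 0.00441 and 0.00321) and by 0.24 and 0.27 in nuclei with no call. NRF1, TFAM, POLRMT, PPARG and the mitochondrial mRNAs MT-CYB and MT-ND5 were not called in either assay over all genes. Adjusted over the list alone, MT-CYB (−0.23, list-adjusted p 0.00652) and NOS3 (0.0222) were called as well in cells, and MT-CYB in cells was called over all genes in 5 of 14 paired settings. None of the tests of a difference between assays was called for these genes, and none of the changes of the 3 localisation controls was called in either assay over all genes, with MALAT1 higher in cells (0.23, list-adjusted p 0.0181) adjusted over the list alone. MALAT1 in cells was called over all genes in 4 of 15 paired settings.

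Some of these calls rested on single libraries or on the form of the block. With 1 block for both assays, CCL2, CDK1, CCNB1 and ZFHX2 in cells (adjusted p 0.124, 0.186, 0.0521 and 0.0617), LINC00607 and NOS3 in nuclei (0.0664 and 0.107) and CSF1 in both assays (0.0925 and 0.0956) were not called. There ICAM1 lost its call in nuclei without sn_Scr replicate 1 (−0.33, adjusted p 0.35), sn_KD replicate 1 (−0.69, 0.13) or sn_KD replicate 2 (−0.60, 0.204), and in cells without sc_Scr replicate 1 (−0.69, 0.156), sc_Scr replicate 2 (−0.76, 0.0954) or sc_KD replicate 1 (−0.37, 0.282). RND1 lost its call without the same libraries, with −0.54, −0.93 and −0.73 in nuclei and −0.74, −0.80 and −0.37 in cells. DDX58 lost its call in nuclei without sn_Scr replicate 1 (−0.34, 0.0942) or sn_KD replicate 1 (−0.35, 0.156), and ABCA6 in cells without sc_Scr replicate 2 (−0.60, 0.0557) or sc_KD replicate 1 (−0.61, 0.0829). LINC00607 in cells and KLF2 in nuclei lost theirs without any 1 library of the assay, at −0.36 to −0.33 and at 0.35 to 0.44. VCAM1 and MX2 in both assays, CCL2 and ABCA6 in nuclei and DDX58 and KLF2 in cells were called whichever library was left out. Some named genes gained a call in this way: MT-CYB (0.45, adjusted p 0.0247) and MT-ND5 (0.41, 0.0327) in nuclei without sn_Scr replicate 1, MTRNR2L8 (0.55, 0.0372) in nuclei without sn_KD replicate 1, and CCL2 (−0.51, 0.0202) and MATN1 (−3.29, 0.0445) in cells without sc_Scr replicate 2.

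Among all genes of the paired fit, those with the largest changes at 20 CPM or more in nuclei were lower interferon response genes. They were IFI44L (ENSG00000137959, chromosome 1, 78619902 to 78646145) at −2.16 (SE 0.32, adjusted p 0.00177), MX1 at −1.85, XAF1 at −1.68, IFI6 at −1.55 and EPSTI1 at −1.48, with adjusted p of at most 0.00288. IFI44L fell from 156 ± 25.7 to 42.8 ± 42.1 CPM, by −3.40 in pair 1 and −1.26 in pair 2. In cells the corresponding genes were IFI44L at −2.30 (SE 0.10), MX1 at −2.04, IFIT1 at −2.02, IFIT3 at −1.89 and OAS2 at −1.81, with adjusted p of at most 2.73e-59. The genes with the largest rise in nuclei were PLAT (ENSG00000104368, chromosome 8, 42174718 to 42207709) at 0.99 (SE 0.09, adjusted p 7.73e-05), from 72.7 ± 5.24 to 148 ± 43.9 CPM, PRICKLE1 at 0.76, AHNAK2 at 0.67, COL8A1 at 0.64 and KITLG at 0.63. In cells they were TMEM158 (ENSG00000249992, chromosome 3, 45224466 to 45226287) at 0.93 (SE 0.09, adjusted p 7.60e-21), from 38.03 ± 17.7 to 69.7 ± 17.1 CPM, RGS4 at 0.82, STC1 at 0.74, ODC1 at 0.69 and KLF2 at 0.67. When 1 block served both assays and sn_KD replicate 1 was left out, IFI44L (−1.68), MX1 (−1.33), IFI6 (−1.11), EPSTI1 (−1.21) and COL8A1 (0.44) lost their calls in nuclei (adjusted p 0.0526 to 0.134). In cells IFI44L, MX1 and OAS2 lost theirs without sc_Scr replicate 1 (−1.72, −1.42 and −1.32) or sc_KD replicate 1 (−1.59, −1.44 and −1.15), and RGS4 without sc_Scr replicate 1 (0.71) or sc_KD replicate 2 (0.54). The others of these genes were called whichever library was left out.

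Without the block the genes with the smallest p were others, and none was significant. In nuclei they were the lncRNAs DPYD-AS1 (−1.09), AC093817.2 (−1.50) and AL590006.1 (−0.75) on the lower side and F2RL3 (1.82), KITLG (0.63) and the lncRNA PINCR (1.56) on the higher side, all with an adjusted p of 0.68. In cells they were GBP4 (−1.0), L3MBTL4 (−2.17) and USP18 (−0.67) on the lower side and PINCR (1.80), F2RL3 (1.65) and IGFBP3 (2.37) on the higher side, all with an adjusted p of 1. These genes combined a change with replicates that lay close together, and all of them were called in the paired fit of the same assay. L3MBTL4 and IGFBP3 lay below 1 CPM in every group of cells.

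**Figure D1:**
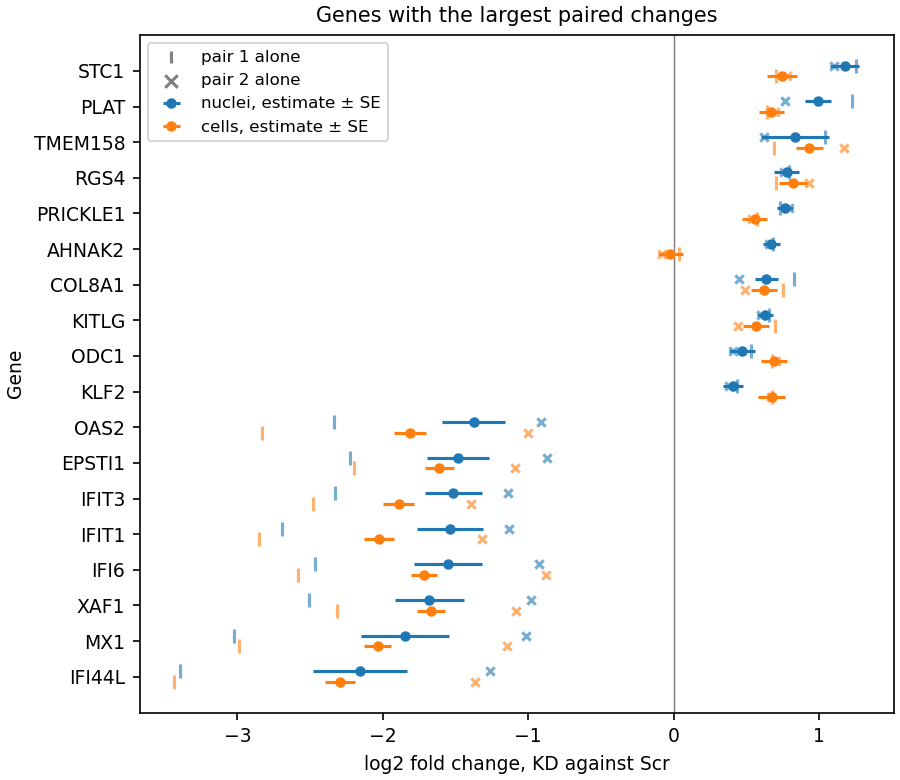
Paired log2 fold change (KD minus Scr) of 18 named genes in nuclei and in cells, with the SE as bars and the value of each replicate pair as small marks. IFI44L, at −2.16 in nuclei, has pairs at −3.40 and −1.26, and at −2.30 in cells it has pairs at −3.44 and −1.36. The SE in cells rests on 1 spread common to all genes.

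The gene lists were tested as sets. Interferon response genes were lower after the knockdown, with a median log2 fold change of −0.89 in nuclei (49 of 49 genes lower in both pairs, camera adjusted p 6.79e-34) and of −1.04 in cells (50 of 50, 4.36e-92). NF-κB target and adhesion genes had medians of −0.33 in nuclei and −0.27 in cells (camera adjusted p 5.24e-11 and 3.59e-14). S phase genes had medians of 0.22 and 0.28 (6.97e-07 and 8.10e-13), and G2/M genes 0.24 and 0.32 (3.81e-07 and 1.77e-15). Mitochondrial mRNAs had a median of 0.14 in nuclei and of −0.17 in cells (0.00457 and 0.000227). None of these 10 calls by camera, which presets the correlation between genes, held under fry, which takes it from the libraries: adjusted p ranged from 0.152 to 0.542 without the block and from 0.0756 to 0.49 with it. A simulated shift of −0.5 in the interferon genes was also missed by fry at this threshold, with an adjusted p of 0.987 without the block and 0.180 with it. The lack of an adjusted call by fry therefore does not by itself count against the interferon set. Unadjusted, fry with the block found the simulated shift (p 0.0310 in nuclei and 0.0360 in cells) but not the real one (p 0.191 and 0.207). Simulated genes varied independently and shifted alike in both pairs, while the real pairs differed. These p-values therefore do not show that the real shift was smaller. The other sets carried no shift in that simulation.

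The size of the shifts differed between the replicate pairs. The interferon median was −1.32 in pair 1 and −0.59 in pair 2 of the nuclei, and −1.67 and −0.66 in the cells. The NF-κB and adhesion median was −0.35 and −0.38 in nuclei and −0.39 and −0.21 in cells. S phase genes shifted by 0.05 and 0.45 in nuclei and by 0.18 and 0.32 in cells, and G2/M genes by 0.05 and 0.54 and by 0.21 and 0.47. Mitochondrial mRNAs shifted by −0.03 and 0.42 in nuclei and by −0.41 and −0.03 in cells. The rise of the S phase, G2/M and mitochondrial sets in nuclei thus came from pair 2. Leaving out 1 library, without the block, also brings in the difference between replicates. Without sn_Scr replicate 2 the medians in nuclei became −0.01 for S phase (camera adjusted p 0.934), −0.06 for G2/M (0.319) and −0.06 for mitochondrial mRNAs (0.334). Without sc_Scr replicate 2 the medians in cells became 0.07 for S phase (0.0937) and 0.04 for G2/M (0.529), and without sc_Scr replicate 1 that of the mitochondrial mRNAs became −0.07 (0.754). Interferon medians stayed between −1.44 and −0.49 in nuclei and between −1.77 and −0.60 in cells, whichever library was left out.

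Single genes of these lists were called only in the paired fit. Of the interferon genes, 46 were lower in nuclei and 49 in cells over all genes, and 48 and 50 adjusted over the list alone. Of the NF-κB and adhesion genes, 19 were lower and 1 higher in nuclei and 20 lower in cells over all genes, and 25 lower with 1 higher, and 23 lower, adjusted over the list alone. Of the S phase genes, 6 in nuclei and 16 in cells were higher, with 16 and 24 adjusted over the list alone. Of the G2/M genes, 14 and 35 were higher, with 21 and 45 adjusted over the list alone. Of the 13 mitochondrial mRNAs, 3 were higher in nuclei and 4 lower in cells, with 4 and 5 adjusted over the list alone. Without the block each of these counts was 0, both over all genes and adjusted over the list alone, by edgeR.

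Genes that change alike in nuclei and cells are the ones that the study took as candidates for regulation at transcription. Of 18552 genes tested in both assays, the paired fits called 1217 lower in nuclei, 584 lower in cells and 365 lower in both, against 38.3 by independent draws. They called 773 higher in nuclei, 474 higher in cells and 242 higher in both, against 19.8. Nuclei and cells of the same replicate number share an origin by the check described above. The paired fits remove the differences between replicates that both arms share. Differences between the Scr and KD cultures that nuclei and cells share could still raise the overlap without a knockdown effect. Independent draws do not allow for them. Where such differences vary between replicates, they would appear in the crossed split. Its Spearman correlation between the assays, from log2 CPM, was 0.0764, against 0.425 for the knockdown split, so little of that part was seen. Differences alike in both replicates would not show there. The 365 lower genes were 30.0% of the lower calls in nuclei and 62.5% of those in cells, and 4 genes were called in opposite directions. Without the block the overlap was 0 by edgeR and limma, and 3 lower and 3 higher genes by DESeq2, with the unadjusted counts given above. When 1 block served both assays, 218 lower and 90 higher genes were called in both.

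Across these 18552 genes, the Spearman correlation between the unpaired log2 fold changes of nuclei and of cells was 0.428. It was 0.628 among genes at 10 CPM or more in at least 2 libraries and 0.191 with no minimum on counts. The coefficient fell to 0.225 without sn_Scr replicate 2, to 0.229 without sn_KD replicate 1, to 0.168 without sc_Scr replicate 2 and to 0.273 without sc_KD replicate 1. Within replicate 1 it was 0.253 and within replicate 2 it was 0.419. The same measure from log2 CPM gave 0.425 for the knockdown split, 0.623 when the 4 libraries of each assay were split by replicate number and 0.0764 for the crossed split. Nuclei and cells therefore shared differences between replicates more strongly than differences between arms.

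Whether the change differed between nuclei and cells was tested directly. Without the block edgeR called 0 of 22190 genes, with 352 at an unadjusted p under 0.05, limma called 0 with 327, and DESeq2 called 0 with 157. With a block per assay, edgeR called 4. MATN1 (ENSG00000162510, chromosome 1, 30711277 to 30723585) had a nuclei minus cells difference of 4.44 (adjusted p 0.000595), SLF1 (ENSG00000133302, chromosome 5, 94618669 to 94739436) of −1.05 (0.0114), AHNAK2 (ENSG00000185567, chromosome 14, 104937244 to 104978374) of 0.71 (0.0211) and the lncRNA AC037198.1 (ENSG00000276107, chromosome 15, 39586561 to 39587293) of −0.78 (0.0252). MATN1 had at most 2.32 ± 2.32 CPM in any group, and AC037198.1 overlaps THBS1 on the same strand. None of the 4 was called when 1 block served both assays, and that fit called 0 genes with 910 at an unadjusted p under 0.05. The paired limma fit also called 4 genes and the paired DESeq2 fit 11. Among the sets, only the mitochondrial mRNAs differed by camera (median difference 0.35, adjusted p 1.19e-07), and not by fry (p 0.259). For the NF-κB and adhesion genes the median difference was 0.02 while the mean was −0.04 and both set tests pointed down, with no call.

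A size threshold of 0.1 was also applied without a test. The study used the same limit beside a test of single cells, and does not state which values the limit acted on. In nuclei 408 of 8763 genes differed by over 0.1 between sn_KD and sn_Scr, 121 lower and 287 higher, of which 114 and 283 kept their sign in both pairs. In cells 290 of 11160 differed, 243 lower and 47 higher, of which 235 and 46 kept their sign in both pairs. Depth per cell was not made equal for this count, and the balance of directions went with depth. In nuclei, where higher genes prevailed, sn_Scr replicate 2 had the lowest median UMI count (8790). In cells, where lower genes prevailed, sc_KD replicate 1 had the lowest (24000). The directions can therefore not be credited to the knockdown alone. Raising the threshold to 0.25 left 26 genes in nuclei and 27 in cells. Splitting the same libraries by replicate number gave 1099 genes in nuclei and 731 in cells, and the crossed split gave 120 and 54. The knockdown split thus gave more genes than the crossed split and fewer than the replicate split in both assays. The snRNA genes past the study's size rule numbered 1437 without sn_Scr replicate 1 and 924 without sn_KD replicate 2, and the scRNA genes past the study's size rule 694 without sc_Scr replicate 1, 189 without sc_KD replicate 1 and 890 without sc_KD replicate 2. The other libraries moved them less, to 371 and 311 in nuclei and 294 in cells.

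**Figure D2:**
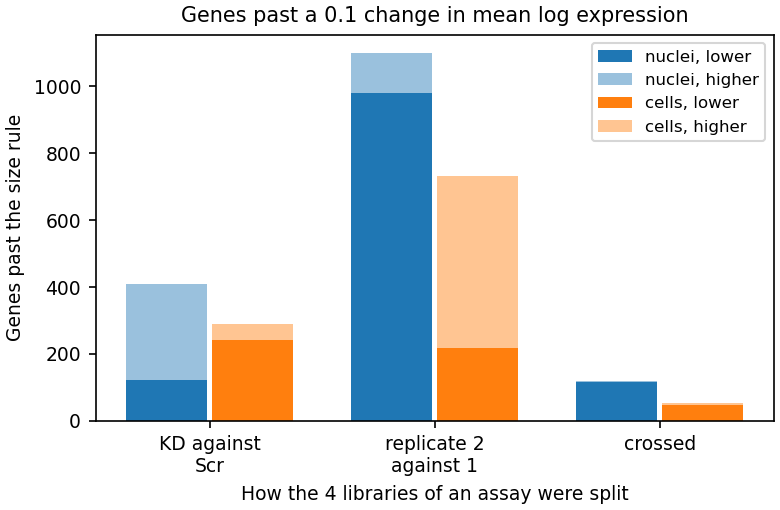
Number of genes whose mean log-normalised value differs by over 0.1 when the 4 libraries of an assay are split by knockdown, by replicate number or crossed. Bars start at 0, and the replicate split gives the most genes in nuclei (1099 against 408 for the knockdown) and in cells (731 against 290). Depth per cell was not made equal between libraries.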

Values the study reported

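The study reported about 5500 cells per sample by snRNA-seq and about 3500 by scRNA-seq, and a Spearman correlation of 0.9 between the assays. In the nuclei it listed 462 genes changed by the knockdown, of which 302 were lower and 160 higher. In the cells it listed 318, of which 174 were lower and 144 higher. It found 100 lower and 33 higher genes common to both assays.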

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

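Of the tests in this part, those of the gap in mitochondrial share between libraries, of the 3 genes other than MATN1, of the gap between a gene and its neighbour and of 1 block for both assays were chosen only after the result was seen, as was the use of the block in the fry test.

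The mitochondrial mRNAs stood out because their knockdown change differed between the assays: their median log2 fold change was 0.14 in nuclei and −0.17 in cells, and the median of the nuclei minus cells difference was 0.35 (0.40 with the block), with camera adjusted p of 1.19e-07 and 4.34e-15. Camera presets a weak correlation between genes. Fry, which takes the correlation from the libraries, gave p 0.257 with the block and 0.259 without it, as it would if the 13 genes moved together from library to library. The blocked value is used because a simulated difference of 0.35 was found by fry with the block (p 0.00244) and missed without it (p 0.105). The same blocked run also gave p 0.0378 for the S phase genes, which had no simulated shift. Simulated genes varied independently, and the simulated mitochondrial difference came out at a median of 0.461. That run therefore does not show how fry performs on genes that move together. Mitochondrial content also varied between libraries of the same group: the sn_Scr libraries lay 7.52 percentage points apart in mitochondrial UMI share and the sn_KD libraries 2.90, against 0.989 points between the arms in nuclei. The part of these gaps that both arms share cancels between the arms, and the rest is the disagreement of the pairs, −1.32 and 3.30 points. The set moved by −0.03 and 0.42 in the 2 pairs of nuclei and by −0.41 and −0.03 in those of cells, and the median nuclei minus cells difference was 0.36 in replicate 1 and 0.46 in replicate 2, alike in both. Genes that move together are therefore a candidate explanation for the small p of camera, while spread between libraries as the source of the difference was not settled. An effect of the knockdown on mitochondrial transcripts that differs between compartments stays open and was not tested beyond this contrast.

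The 4 genes MATN1, SLF1, AHNAK2 and AC037198.1 stood out because the paired interaction test called them, with nuclei minus cells differences of 4.44, −1.05, 0.71 and −0.78. Each is the difference between a change in nuclei and a change in cells: 2.06 and −2.34 for MATN1, −0.95 and 0.12 for SLF1, 0.67 and −0.02 for AHNAK2, and −0.28 and 0.51 for AC037198.1. Of the tested genes that overlap 1 of the 4, 0 were called by the same test, which by itself excludes nothing. Overlapping neighbours were argued against for SLF1 and AC037198.1, whose differences lay at least 4.29 SE from those of their neighbours. These were 0.02 (SE 0.13) for MCTP1 beside SLF1 and −0.10 (SE 0.11) for THBS1 beside AC037198.1. For MATN1 the gap cannot decide, although MATN1-AS1 beside it had −0.50 (SE 0.63). MATN1 had a mean of at most 2.32 CPM in any group, and 1 nucleus held up to 94.7% of its UMIs in a library. Reads from only a part of THBS1 were not tested. For AHNAK2 the gap cannot decide either. PLD4, which overlaps it on the other strand, had a difference of 0.871, the same way as AHNAK2 but no larger than its own SE (0.90). These neighbours are named because they overlap, after their values were seen. A few outlying nuclei or cells were argued against for SLF1, AHNAK2 and AC037198.1, where 1 nucleus or cell held at most 2.24% of a gene's UMIs in any of the 8 libraries.

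For MATN1 that explanation stays open. The preset limit was 20% in libraries with 100 or more UMIs of a gene, and 1 nucleus held 49 of the 251 MATN1 UMIs of sn_KD replicate 2, a share of 19.5% (exact 95% binomial interval 14.8 to 25.0%), which falls on both sides of the limit. In libraries with fewer UMIs of MATN1, 1 nucleus held up to 94.7%. The estimate of the spread is a further candidate explanation for all 4 genes. With 1 block for both assays, which leaves more residual degrees of freedom than a block per assay, 0 of the 22190 genes were called, against 4, while 910 had an unadjusted p under 0.05. The paired limma fit called 4 genes and the paired DESeq2 fit 11. A true difference between nuclear and whole-cell RNA for these genes may still exist, since the changes of SLF1 and AHNAK2 in nuclei were present in both pairs (−0.77 and −1.10 for SLF1, 0.68 and 0.66 for AHNAK2).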

How the results depend on the processing

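Of the settings in this part, those that combine the replicate block with another choice, the robust fit, 1 block for both assays and its versions with a library left out were chosen only after the result was seen.

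The replicate block changed the counts of calls in nuclei, in cells and in both most, but not the count for the difference between assays. Without it, edgeR called 0 lower and 0 higher genes in each assay, 0 in both and 0 for the difference between assays, with 1302 (nuclei), 433 (cells) and 352 (difference) genes at an unadjusted p under 0.05. Limma called 0 of each, with 1339, 444 and 327. DESeq2 called 78 lower and 19 higher in nuclei, 9 and 7 in cells, 3 and 3 in both, and 0 for the difference, with 157. In the paired fit these became 1285 lower and 781 higher in nuclei, 597 and 495 in cells, 365 and 242 in both, and 4 for the difference. A smaller residual spread with the block went with the gain, as the coefficient of variation in the text above shows. The prior degrees of freedom also rose with the block, from 2.74 to 10.5 in nuclei and from 3.20 to infinite in cells. Their separate parts in the gain were not tested. Apart from these counts and the genes they hold, the block changed no other call: all 10 sets kept their direction and their side of the camera threshold.

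Among paired alternatives, DESeq2 gave the fewest calls of the tools, with 435 lower and 242 higher in nuclei, 217 and 185 in cells, and 111 and 64 in both. A minimum of 10 CPM gave 644 and 290 in nuclei and 214 and 99 in both, with fewer genes tested. Fitting all 8 libraries together gave 808 and 464 in nuclei, 302 higher in cells and 156 higher in both. The fit with 1 block for both assays gave 606 and 301 in nuclei, 339 and 147 in cells, and 218 and 90 in both. Keeping only cells at or below the median mitochondrial share gave 325 and 190 in cells and 216 and 93 in both, and leaving out cycling cells gave 354 and 253 in cells and 160 higher in both; the cause was not tested. The other paired counts stayed within 1.5 times those of the paired fit. Library size only gave 71.1% lower calls in nuclei against 62.2%.

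Genes whose change differed between the assays, 4 in the paired fit, numbered 8 with library size only, 11 with DESeq2, 104 with no minimum on counts, 9 with a robust fit and 1 in cells at or below the median mitochondrial share. They numbered 0 with a minimum of 10 CPM, where 537 of 10598 genes had an unadjusted p under 0.05, and 0 with 1 block for both assays, where 910 of 22190 did. Limma with the block called 4. The cause was not tested, except that MATN1 and other low genes are left out by the 10 CPM minimum.

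In the fit with 1 block for both assays and 1 library left out, which assumes that the lone library of a group varies like the others, paired counts ranged from 139 to 703 lower and 104 to 357 higher in nuclei, from 47 to 391 lower and 25 to 266 higher in cells, from 43 to 197 lower and 22 to 74 higher in both, and from 0 to 9 for the difference. Without the block, leaving out a library gave 0 in each case.

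Fry in place of camera kept the medians and took all 10 set calls past the threshold. Its adjusted p without the block, for nuclei and cells, were 0.477 and 0.477 for the interferon genes (medians −0.89 and −1.04), 0.152 and 0.479 for the NF-κB and adhesion genes (−0.33 and −0.27), and 0.542 for S phase (0.22 and 0.28), G2/M (0.24 and 0.32) and mitochondrial mRNAs (0.14 and −0.17). With the block they were 0.351 and 0.351 (medians −0.90 and −1.12), 0.0756 and 0.351 (−0.35 and −0.31), 0.49 and 0.351 for S phase (0.25 and 0.27), 0.49 and 0.351 for G2/M (0.31 and 0.34), and 0.49 and 0.49 for mitochondrial mRNAs (0.16 and −0.17). In simulation, a shift of −0.5 in the interferon genes was missed by fry at the same threshold, with an adjusted p of 0.987 without the block and 0.180 with it in both assays (unadjusted 0.0310 and 0.0360 with it). Unadjusted, the real NF-κB and adhesion set in nuclei had p 0.0152 without the block and 0.00756 with it.

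Leaving out cycling cells took the sets in nuclei to 0.0469 for S phase (camera adjusted p 0.116) and 0.0471 for G2/M (0.0832), and with the block to 0.0586 (0.110) and 0.0345 (0.0922), as removing cells chosen by these genes would. Keeping cells at or below the median mitochondrial share took the mitochondrial mRNAs in cells to −0.0545 (0.123), and with the block to −0.0511 (0.211), whereas the same filter took them in nuclei from 0.14 to 0.23; the cause was not tested. Leaving out 1 library moved S phase from −0.00872 to 0.52 in nuclei and from 0.0724 to 0.48 in cells, G2/M from −0.0618 to 0.66 and from 0.0394 to 0.69, and mitochondrial mRNAs from −0.0639 to 0.48 and from −0.34 to −0.0682. The lowest values for the cycle sets came without sn_Scr replicate 2 and sc_Scr replicate 2. Interferon and NF-κB sets kept their direction and their camera call under every setting run, with fry the exception.

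The Spearman correlation between the assays' fold changes was 0.428, and 0.191 with DESeq2, 0.191 with no minimum on counts, 0.628 with a minimum of 10 CPM, and from 0.168 to 0.427 with 1 library left out. Low genes are what these minimums add or remove. The Spearman correlation of expression was 0.472 (Scr) and 0.474 (KD) with the 10 CPM minimum, 0.929 in KD with all barcodes, and from 0.912 to 0.923 (Scr) and 0.921 to 0.923 (KD) with 1 library left out. TUG1 between nuclei and cells was −0.0683 with library size only (adjusted p 0.524), where all genes shift, while MALAT1 and GAPDH kept their calls in all 9 settings each.

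The size threshold gave 26 genes in nuclei and 27 in cells at 0.25, 674 in nuclei with cells pooled, and from 311 to 1437 in nuclei and 189 to 890 in cells with 1 library left out. The mitochondrial UMI share in nuclei changed by −0.819 points by the median over cells, and from −2.77 to 4.75 points with 1 library left out; the cause was not tested. In cells it fell under all 6 settings.

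Some named genes changed sign without the block. Of these, LINC00607 in both assays and CCNB1 in cells were called in the paired fit (adjusted p 0.0264 in nuclei, and 0.00381 and 0.00321 in cells). CDK1 (−0.15) and CCNB1 (−0.0581) in nuclei and SLF1 (−0.0921) in cells did so without cycling cells, POLRMT in nuclei (−0.0157) after thinning, and POLRMT in cells with library size only (0.000169), limma (0.00359) and low mitochondrial share (0.0039), where AHNAK2 in cells became 0.00931. PPARG in cells became 0.00126 with all barcodes, 0.0807 after thinning and 0.0876 without cycling cells. Leaving out 1 library gave ranges across 0 in nuclei for CCNB1 (−0.0796 to 0.63), CDK1 (−0.21 to 0.64), LINC00607 (−0.73 to 0.16), MT-CYB (−0.10 to 0.44), MT-ND5 (−0.10 to 0.38), MTRNR2L12 (−0.69 to 0.92), MTRNR2L8 (−2.36 to 2.77), POLRMT (−0.10 to 0.24), PPARG (−0.70 to 0.16) and TFAM (−0.34 to 0.0761). In cells it did so for AHNAK2 (−0.22 to 0.16), CCNB1 (−0.0126 to 0.78), LINC00607 (−0.78 to 0.12), MTRNR2L12 (−0.97 to 0.52), MTRNR2L8 (−2.72 to 2.15), PDE5A (−0.35 to 0.0582), POLRMT (−0.15 to 0.15), PPARG (−0.33 to 0.23) and TFAM (−0.0604 to 0.34).

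Apart from the settings that left out a library, and outside single genes, 395 values kept their direction and side of the threshold or stayed within the limits set, 63 moved, 27 lost their call and 1 changed sign. For single genes 974 kept both, 73 gained a call and 11 changed sign. Depth limits the low genes: thinning to the smallest library left 18497 genes to test in nuclei against 20671, and the paired counts there were 1083 lower and 691 higher.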

Other observations

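Of the tests in this part, those of the crossed split and of the correlation between pairs as tests of variation between libraries, of lncRNA expression level, of cytoplasm carried over into nuclei, of mitochondria attached to nuclei, of the starting level of the interferon genes and of the oligonucleotide dose were chosen only after the result was seen.

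How the counts of changed genes compare with those quoted from the study, which tested single cells, depends on the fit. Without the block, edgeR called 0 genes in nuclei, with 1302 at an unadjusted p under 0.05, and 0 in cells, with 433, while limma called 0 in both and DESeq2 called 78 lower and 19 higher in nuclei and 9 and 7 in cells. Those are lower than the values quoted from the study above. In the paired fit edgeR called 1285 lower and 781 higher genes in nuclei, 597 lower and 495 higher in cells, and 365 lower and 242 higher in both, and limma 1043 and 710, 424 and 378, and 274 and 190. Those are higher than the values quoted from the study above. Paired DESeq2 called 242 higher genes in nuclei and 64 higher in both. Those are higher than the values quoted from the study above. Its other counts, 435 lower in nuclei, 217 lower and 185 higher in cells and 111 lower in both, lay within 1.5 times the quoted values. The fit with 1 block for both assays called 606 lower and 301 higher genes in nuclei, 339 lower in cells, and 218 lower and 90 higher in both. Those are higher than the values quoted from the study above. Its 147 higher genes in cells lay within 1.5 times the quoted value. By the size threshold, 121 genes were lower in nuclei. That is lower than the value quoted from the study above. By the same threshold, 287 genes were higher in nuclei. That is higher than the value quoted from the study above. In cells, 47 genes were higher by that threshold. That is lower than the value quoted from the study above. The other counts by that threshold, 408 in nuclei and 290 in cells in all and 243 lower in cells, lay within 1.5 times the quoted values. The threshold here was applied without a test and may act on other values than in the study, so these counts are not a like-for-like repeat. Depth per cell was not made equal either, and the balance of lower and higher genes by this threshold went with depth.

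Genes past the size threshold were also counted in other splits. Splitting the same 4 libraries by replicate number gave 1099 genes in nuclei and 731 in cells, against 408 and 290 for the knockdown. The knockdown split is balanced over replicate number, so differences between replicates that both arms share cancel in it, and the replicate split is no null for it. The crossed split, which balances both knockdown and replicate number, gave 120 and 54, fewer than the knockdown. By edgeR without the block, 1302 genes in nuclei and 433 in cells had an unadjusted p under 0.05 in the knockdown split, against 61 and 90 in the crossed split, with 0 called in either. Variation between libraries that is independent from gene to gene was argued against, since the changes in pairs 1 and 2, which share no library, had a Spearman correlation across genes of 0.413 in nuclei and 0.241 in cells. Variation that moves many genes together in a library stays open: the crossed split and the correlation both compare the same 2 pairs, and each assay offers only 1 such comparison. What the replicate number stands for is not stated in the labels.

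The lncRNAs were lower than protein-coding genes after the knockdown in nuclei. In the paired fit, 644 lncRNAs were lower and 96 higher in nuclei, against 638 lower and 684 higher protein-coding genes. In cells 105 lncRNAs were lower and 68 higher, against 488 and 425 protein-coding genes. The class difference in the median paired log2 fold change was −0.157 in nuclei and −0.0169 in cells; the difference between the assays was not tested. From log2 CPM, which shrinks low genes, it was −0.0856 and −0.0997 in the 2 pairs of nuclei, with a mean of −0.0927. Drift between libraries was argued against, since the class difference between replicates within a group of nuclei was at most 0.0145 in size. In cells it reached 0.0517 between the sc_Scr replicates, which is still smaller than in either pair of nuclei. Library depth was argued against, since the difference was −0.0980 after thinning to equal depth, and so was cytoplasm left on the nuclei, since it was −0.102 in nuclei at or below the median mitochondrial share. Both values are smaller in size than −0.157 and near the mean of −0.0927 from log2 CPM. Lower expression of lncRNAs stays open: among genes matched on mean expression the difference was −0.0718, which is less than 50% of −0.157 but above the 25% set as the limit. A broad effect of the knockdown on nuclear lncRNAs may therefore exist, but it was found and tested on the same libraries.

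MTRNR2L8 followed the replicate number and not the arm in both assays. A candidate explanation is that reads of the 16S rRNA were assigned to this nuclear copy, to a degree that differs between replicates. In that case its level per nuclear UMI should rise with the mitochondrial share of a nucleus. The 25% of nuclei with the highest mitochondrial share had 8.14 times the MTRNR2L8 level of the lowest 25% in sn_KD replicate 2 and 11.4 times in sn_Scr replicate 2, against 5.02 times in sn_KD replicate 1 and 9.98 times in sn_Scr replicate 1. In cells the ratio lay between 4.91 and 7.83. Nuclear genes of like level had a 95th percentile of at most 1.73 for the same ratio in nuclei. The level thus followed the mitochondrial share in both replicates, which leaves open why the replicates differ. No biological explanation was tested.

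The mitochondrial UMI share was higher in nuclei than in cells in every library. Carry-over of whole cytoplasm was argued against: the ratio of mitochondrial UMIs to UMIs of 88 cytosolic mRNAs was at least 101 times higher in any nuclei library than in any cell library. Mitochondria that stayed attached to nuclei could not be excluded. Nuclei with a higher mitochondrial share also had a higher share of cytosolic mRNAs at equal depth, with a Spearman correlation of at least 0.470 across nuclei in each of the 4 nuclei libraries, against −0.278 to −0.148 across cells. Cytosolic mRNAs are not part of mitochondria, so that link does not single out attached mitochondria. Transcripts of mitochondrial origin inside the nucleus do not exclude it either. These data cannot settle where in the preparation the mitochondrial RNA lies.

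The interferon genes fell by more in replicate 1 than in replicate 2, with medians of −1.32 and −0.59 in nuclei and of −1.67 and −0.66 in cells. A lower starting level in replicate 2 was argued against, since the median of the Scr libraries was higher in replicate 2 than in replicate 1, by at least 0.34 in log2 CPM in both assays. A mixture of unaffected cells in the KD libraries of replicate 2 may explain a weaker shift. At 10000 UMIs per cell, 12.3% of the cells of sc_KD replicate 2 lay below the median interferon UMI share of sc_KD replicate 1, under the 20% that such a mixture was taken to need. This test borrows the profile of replicate 1, and with the limit scaled to the level of sc_Scr replicate 2 the share was 17.8%, against 4.36% of the cells of sc_Scr replicate 2, so a mixture cannot be told apart from a weaker response of all cells. Thinning left out 363 cells of sc_KD replicate 1 and 136 of sc_KD replicate 2, and without thinning the first share was 12.3%.

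The lower dose of oligonucleotide in the KD arm could also lower the interferon genes, since such oligonucleotides may be sensed by cells. The arms share 0 doses per the labels, so dose and knockdown cannot be told apart here. A loss of an interferon response through SncmtRNA itself stays open and could not be tested in these libraries. The study approached it in other experiments, by overexpression of SncmtRNA. There it reports changed genes enriched for type I interferon signalling, and a rise of a luciferase reporter with binding sites of interferon regulatory factors. The median of the interferon genes after the knockdown was −0.89 in nuclei and −1.04 in cells, and the difference between the assays (0.12) was not called by camera or by fry.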
